A study of Homo sapiens with 32 samples.

How the data were processed

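The deposited data are 4 loop lists from in situ Hi-C of human cells. Per the labels' protocols, the libraries were digested with MboI, filled in with biotinylated nucleotides and ligated in intact nuclei, and sorbitol was added to 200 mM. The deposited column headers are those of the SIP loop caller, which finds loops as bright spots in contact maps treated as images. The caller's version and settings, the normalisation of the contact maps, the aligner, the genome build and the sequencing depth are stated neither in the labels nor in the headers. Each list was assigned to its condition by its name, since its columns name no sample, and it is pooled in the sense that it carries no replicate. Which of the replicates went into each list is not stated. The names of the lists also carry a source name that differs between the lines and is not explained in the labels, so cell line and source (laboratory or cell stock, for instance) were confounded in every comparison between lines, including each use of the other line's control list as a background. The labels call the cells HEK293, while the growth protocol speaks of HEK293T. The time-course samples, labelled wild type although the design text describes eGFP-YAP cells for the time course, were not used here, nor were the HCT116 and eGFP-YAPdTAD samples.

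Each deposited line gives the coordinates of both anchors, and every anchor was 5 kb wide. The deposited peak score is the caller's own value for a loop and has no fixed scale, so it was used as the authors gave it and to rank loops within one list, except in the alternative that applied the control list's median score to the sorbitol list of the same line. The deposited contact value of a loop is a score on an unstated scale and was not used. The deposited probability of enrichment is a fraction, at least 0.900 in every list, and was not filtered further. No per-sample column was left without a group (0 columns). The lists hold 15180, 5906, 18966 and 5577 loops on 23 chromosomes, and the number of loops is the only measure of depth that they give. In 4 loops the anchors were in reverse order (2, 1, 1 and 0 loops of the lists) and were sorted.

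The build was settled from the coordinates. All anchors lay within the chromosome lengths of hg38. The share of control anchors with a CTCF motif was highest at the listed position, 24.9% in wild type and 34.1% in eGFP-YAP, and was 18.3% and 17.6% when the anchors were moved by -5 kb, and 9.91% and 9.99% when they were moved by 100 kb. The reference was a copy of hg38 with GENCODE release 44 (19970 protein-coding and 62062 genes of all types on the chromosomes used).

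The following choices were made before the data were examined: the matching rule, the classes of loops, the motif, the backgrounds from random shifts and from moved anchors, the alternatives and the rule for naming loops. The other line's control list, whole or shortened, was chosen as a background afterwards, as were the division by score, the ratio of loop counts by span and the relations across chromosomes. Loops matched when they were on the same chromosome and both anchor centres lay within 10 kb of each other. Control-only and shared loops carry control coordinates, and sorbitol-only loops carry sorbitol coordinates. For a chance level, the loops of one list were shifted together along each chromosome by a random distance of at least 1 Mb, 100 times. Scores were turned into percentiles within each list and divided into 10 parts. Shares have Wilson 95% intervals, medians have intervals from order statistics, and ratios of counts have exact (Clopper-Pearson) intervals. They treat loops as independent draws, which neighbouring loops are not. With 1 list per condition, no replicate spread could be measured and no test between conditions was made. The comparison with the other line's control list shortened by score was used as a background for list length, and a list shortened by score is not the same as a list from fewer reads.

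The motif CCASYAGRKGGCRS was searched on both strands, with at most 1 mismatch. Loops were scored for motif orientation when each anchor had motifs on a single strand. A gene start is the 5′ end of a protein-coding gene in the annotation. The background for motifs and gene starts was the same anchors moved by 100 kb.

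The loops named in the text were those matched between both lines with the highest mean score percentile: 3 sorbitol-only loops, 3 control-only loops and 2 loops in all 4 lists, with at most 1 loop per chromosome in each set, plus the longest sorbitol-only loop. Genes are those that start in an anchor or, failing that, contain it. Of the loops this rule selected, 1 sorbitol-only and 1 control-only loop are not reported here.

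The alternatives tried were a score minimum, merging of neighbouring loops, matching at 0 kb and 25 kb, shortened lists, the upper 50% of each list by score, anchors widened by 5 kb on each side, no motif mismatch, loops under 2 Mb and all annotated genes. The matching, the motif search and the counting at anchors were tested on simulated data. For the wild-type control list of 15180 loops, simulated shares called again of 9.60% and 40.0% were recovered as 9.73% and 40.1%, and for the 18966 eGFP-YAP loops 9.77% and 40.4% were recovered as 9.87% and 40.4%. The anchors of each loop kept in these simulations were moved by at most 5 kb, within the matching distance of 10 kb. The simulations therefore checked the counting, and not whether 10 kb captures displaced loops. Of 980 planted motif sites 100% were found, and 100% of 1000 anchors had the right number of sites. For unrelated lists of 15180 loops the observed share lay 0.174 percentage points above the mean of the shifts. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.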

Results

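Chromatin loops were mapped by in situ Hi-C, a proximity ligation assay that records which DNA segments lie close together in the nucleus. Cells were compared with and without 200 mM sorbitol for 1 h, a sugar alcohol that raises the osmolarity of the medium and draws water out of cells. The series holds 32 Hi-C samples, and the question stated in its design is how hyperosmotic stress changes chromatin interactions. Loop lists of 4 conditions were analysed: control and sorbitol-treated wild-type HEK293 cells, a human embryonic kidney line, and control and sorbitol-treated HEK293 cells labelled eGFP-YAP, for the transcriptional co-activator YAP fused to a green fluorescent protein. The labels name 3 replicates for each wild-type condition and 4 for each eGFP-YAP condition, 14 samples in all. Each condition has 1 pooled loop list, so no difference given here has a replicate check and no test between conditions was possible. The other 18 samples (HCT116 cells, a time course and an eGFP-YAPdTAD line) were not analysed here. Sequencing depth behind each list is unknown. Intervals are 95% intervals and cover counting error over loops or anchors only, and loops are not replicates.

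The first comparison asked how many loops were called in each condition. The wild-type control list held 15180 loops and the wild-type sorbitol list 5906, a ratio of 0.389 (exact interval 0.377 to 0.401), or 61.1% fewer. In eGFP-YAP cells the control list held 18966 loops and the sorbitol list 5577, a ratio of 0.294 (0.285 to 0.303), or 70.6% fewer. Because depth and calling settings are not stated, these ratios describe the lists and not the number of loops in the cells. Among the alternatives tried, a score minimum at the control list's median moved the eGFP-YAP sorbitol count most, to 1559 loops, although this minimum carries a score across lists.

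The span of a loop, the distance between its anchor centres, was shorter in the sorbitol lists, although the depth of each list is unknown. The median was 240 kb (interval 235 to 240 kb) in wild-type control and 215 kb (210 to 220 kb) with sorbitol. In eGFP-YAP cells it was 260 kb (255 to 265 kb) in control and 230 kb (225 to 235 kb) with sorbitol. Restricting each list to its upper 50% by score raised the eGFP-YAP sorbitol median to 305 kb against 315 kb in control, which left the order of the conditions as it was. Under 200 kb, the ratio of sorbitol to control loops was 0.440 (0.421 to 0.461) in wild type and 0.343 (0.327 to 0.359) in eGFP-YAP. From 200 kb to 500 kb it was 0.370 (0.353 to 0.388) and 0.279 (0.266 to 0.292). From 500 kb to 1 Mb it was 0.317 (0.291 to 0.345) and 0.239 (0.220 to 0.258). Between 1 Mb and 2 Mb the ratios, 0.294 (0.236 to 0.363) and 0.239 (0.201 to 0.283), lay within the intervals of the preceding span class. At 2 Mb and over, 14 wild-type control loops stood against 6 with sorbitol, and 36 eGFP-YAP control loops against 7, too few to separate from the other classes.

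The second comparison asked whether the loops called with sorbitol were those called in control. A loop was taken as called again when both anchor centres lay within 10 kb of those of a loop in the other list. Of the wild-type control loops, 1186 of 15180 were called again with sorbitol, 7.81% (Wilson interval 7.40 to 8.25), against a mean of 0.254% when the loops were shifted at random along their chromosomes. Of the eGFP-YAP control loops, 1760 of 18966 were called again, 9.28% (8.88 to 9.70), against 0.235% for shifted loops. As a ratio, the matching distance moved these shares most, and identical anchor bins lowered them to 0.837% and 2.41%. As a background, 40.2% (39.5 to 41.0) of wild-type control loops were called in the eGFP-YAP control list, and 32.2% (31.5 to 32.9) of eGFP-YAP control loops in the wild-type control list. With the other line's control list shortened to its highest-scoring loops, as many as the sorbitol list of the line in question held, those shares were 19.5% (18.9 to 20.1) and 17.7% (17.1 to 18.2). A control loop was therefore called less often in its own line's sorbitol list than in the other line's control list shortened by score.

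Seen from the sorbitol lists, 4720 of 5906 wild-type loops had no control loop within 10 kb, 79.9% (78.9 to 80.9). In eGFP-YAP cells this held for 3816 of 5577 loops, 68.4% (67.2 to 69.6). These are called sorbitol-only loops, and control loops without a partner in the sorbitol list are called control-only loops. Identical anchor bins raised the shares to 97.8% and 91.8%. The background against the same control list was the share of the other line's control loops that it did not hold. For the wild-type control list this was 67.8% (67.1 to 68.5) of all eGFP-YAP control loops, and 49.98% (48.7 to 51.3) of the highest-scoring ones, as many as the wild-type sorbitol list holds. For the eGFP-YAP control list it was 59.8% (59.0 to 60.5) of all wild-type control loops, and 39.9% (38.7 to 41.2) of the highest-scoring ones, as many as the eGFP-YAP sorbitol list holds. The share of sorbitol-only loops lay above both backgrounds in each line.

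Loops called again were ranked by the caller's peak score within their own control list. The median score percentile of loops called again was 77.6 (74.7 to 80.1) in wild type and 79.5 (78.1 to 81.1) in eGFP-YAP, against 48.0 (47.2 to 48.9) and 47.3 (46.6 to 48.0) for control-only loops. The share called again rose from 3.30% (2.51 to 4.32) in the lowest score decile of the wild-type control list to 23.9% (21.8 to 26.1) in the highest. In eGFP-YAP it rose from 3.64% (2.89 to 4.58) to 29.4% (27.4 to 31.5). Of the same highest deciles, 67.3% (64.9 to 69.7) and 58.5% (56.3 to 60.7) were called in the other line's control list of equal length. In the lowest deciles the order was the opposite, with 0.527% (0.267 to 1.04) and 1.11% (0.726 to 1.69) called in the shortened control list. Shortening by score removes low-scoring partners by construction, so nothing is concluded from that order. It likewise keeps high-scoring partners, so the gap in the highest deciles holds only for lists shortened by score. In the other line's whole control list, 18.0% (16.1 to 20.0) and 16.1% (14.5 to 17.8) of the lowest deciles were called. Within the sorbitol lists, the median percentile of shared loops was 62.1 (59.2 to 65.1) and 64.9 (62.9 to 66.8), and that of sorbitol-only loops 47.1 (45.7 to 48.5) and 42.7 (41.3 to 44.2).

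**Figure D1:**
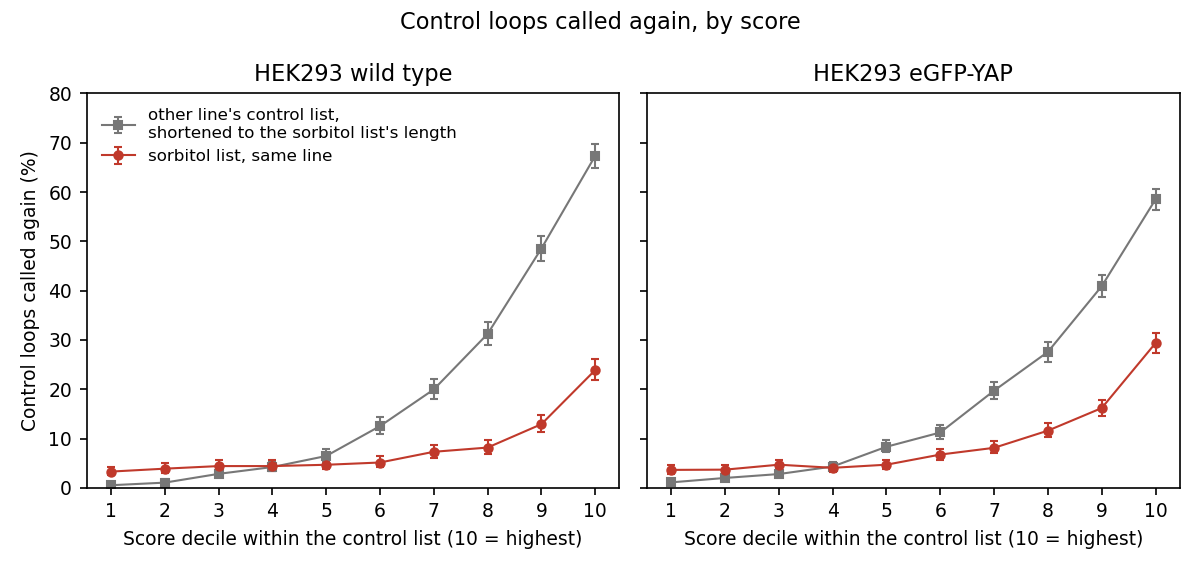
Share of control loops called again (percent, vertical axis) by score decile within the control list (horizontal axis) in each line, in the sorbitol list (circles) and in the other line's control list shortened to the same length (squares), with Wilson 95% intervals as bars. In the highest decile 23.9% and 29.4% were called again with sorbitol, against 67.3% and 58.5% in the control lists shortened by score.

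The third comparison set the lines side by side, which share no control libraries in the labels and whose lists also carry different source names. Of the wild-type sorbitol-only loops, 731 of 4720 matched a sorbitol-only loop of eGFP-YAP cells, 15.5% (14.5 to 16.5), against a mean of 0.200% for shifted loops. In the other direction 731 of 3816 matched, 19.2% (17.9 to 20.4), against 0.257%. Control-only loops, which were compared with longer lists, matched in 33.5% (32.8 to 34.3) of wild-type and 27.3% (26.6 to 28.0) of eGFP-YAP cases, against 0.654% and 0.540% for shifted loops. Relative to the shifted loops the order was the opposite, 77.4-fold and 74.7-fold for sorbitol-only loops against 51.3-fold and 50.5-fold for control-only loops. The fold also depends on list length. For all control loops it was 55.0 and 55.5 against the other line's whole control list. Against that list shortened by score to sorbitol length it was 99.1 and 89.9. The folds therefore do not rank the classes. A matching distance of 25 kb moved the shares matched between the lines most, to 21.0% and 26.0% for sorbitol-only loops. Some loops counted as sorbitol-only in one line were present in the other line's control list: 13.1% (12.2 to 14.1) of the wild-type and 6.79% (6.03 to 7.63) of the eGFP-YAP sorbitol-only loops.

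Anchors of sorbitol-only loops were compared with the anchors of all control loops of the same line. In wild type 4291 of 9440 such anchors, 45.5% (44.5 to 46.5), lay within 10 kb of a control anchor, against a mean of 18.9% for shifted loops. In eGFP-YAP cells 3858 of 7632 did, 50.6% (49.4 to 51.7), against 21.0%. A distance of 25 kb raised the observed shares to 68.5% and 72.7%, and those of shifted loops to 34.3% and 37.8%. The other line's control-only anchors lay within 10 kb of an anchor of the same control list more often, in 66.9% of cases for the wild-type and 71.2% for the eGFP-YAP control list, although loops matched there were not removed from that set. Of the wild-type sorbitol-only loops 20.3% had control anchors at both ends, 50.2% at one end and 29.4% at neither. In eGFP-YAP cells these shares were 24.9%, 51.3% and 23.8%.

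Median spans were then compared between the classes of loops within each line. In wild type the median span was 240 kb (235 to 245 kb) for control-only, 205 kb (195 to 215 kb) for shared and 215 kb (210 to 225 kb) for sorbitol-only loops. In eGFP-YAP cells it was 260 kb (255 to 265 kb), 270 kb (255 to 280 kb) and 215 kb (205 to 220 kb). Shared loops were thus shorter than control-only loops in wild type, while in eGFP-YAP cells their intervals overlapped.

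The anchor sequences were read from the human genome build hg38, on which the coordinates were placed as described for the processing. CTCF, a DNA-binding protein found at many loop anchors, recognises an oriented motif, written here as CCASYAGRKGGCRS with at most 1 mismatch. A match marks sequence and not occupancy. In wild type the motif was present at 23.9% (23.4 to 24.4) of control-only anchors, 36.6% (34.7 to 38.6) of shared anchors and 18.3% (17.5 to 19.0) of sorbitol-only anchors. The same anchors moved by 100 kb gave 9.84%, 10.8% and 12.6%. In eGFP-YAP cells the shares were 32.4% (31.9 to 32.9), 50.5% (48.9 to 52.2) and 20.3% (19.4 to 21.2), against 9.88%, 11.1% and 13.5% at moved anchors. Widening the anchors by 5 kb on each side raised the share at wild-type shared anchors by the most percentage points, to 63.9%, with 28.5% at moved anchors.

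Among loops with motifs of a single orientation at each anchor, motif pairs pointing towards each other made up 66.4% (63.2 to 69.5) of 869 control-only, 73.0% (65.5 to 79.4) of 152 shared and 44.6% (37.0 to 52.4) of 157 sorbitol-only loops in wild type. In eGFP-YAP cells the shares were 73.8% (71.8 to 75.7) of 1909, 86.5% (83.0 to 89.4) of 437 and 48.5% (41.1 to 56.0) of 169 loops. Independent orientations would give 25%. With no mismatch allowed the sorbitol-only shares rose most, to 70.0% of 10 wild-type and 86.7% of 15 eGFP-YAP loops, numbers too small to tell the classes apart. The lower share among sorbitol-only loops therefore rests on the motif with 1 mismatch allowed.

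Starts of protein-coding genes were most frequent at sorbitol-only and least frequent at control-only anchors in both lines. They lay in 5.42% (5.16 to 5.70) of wild-type control-only anchors, 9.53% (8.41 to 10.8) of shared anchors and 23.5% (22.7 to 24.4) of sorbitol-only anchors, against 3.97%, 5.23% and 6.90% at the anchors moved by 100 kb. In eGFP-YAP cells the shares were 7.17% (6.90 to 7.45), 12.9% (11.8 to 14.0) and 31.3% (30.3 to 32.4), against 4.36%, 6.22% and 7.72%. The order of shared over control-only anchors depended on score. In the highest score decile their shares were 4.96% and 5.58% in wild type, and 6.37% and 5.78% in eGFP-YAP, with overlapping intervals. In the lowest decile they were 13.0% and 5.96%, and 32.6% and 9.22%. Widening the anchors moved the eGFP-YAP sorbitol-only share by the most percentage points, to 52.4%, with 21.0% at moved anchors. Both anchors held a gene start in 0.536% of control-only, 1.69% of shared and 10.0% (9.20 to 10.9) of sorbitol-only loops in wild type. In eGFP-YAP cells both did in 0.994%, 3.52% and 16.3% (15.2 to 17.5).

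**Figure D2:**
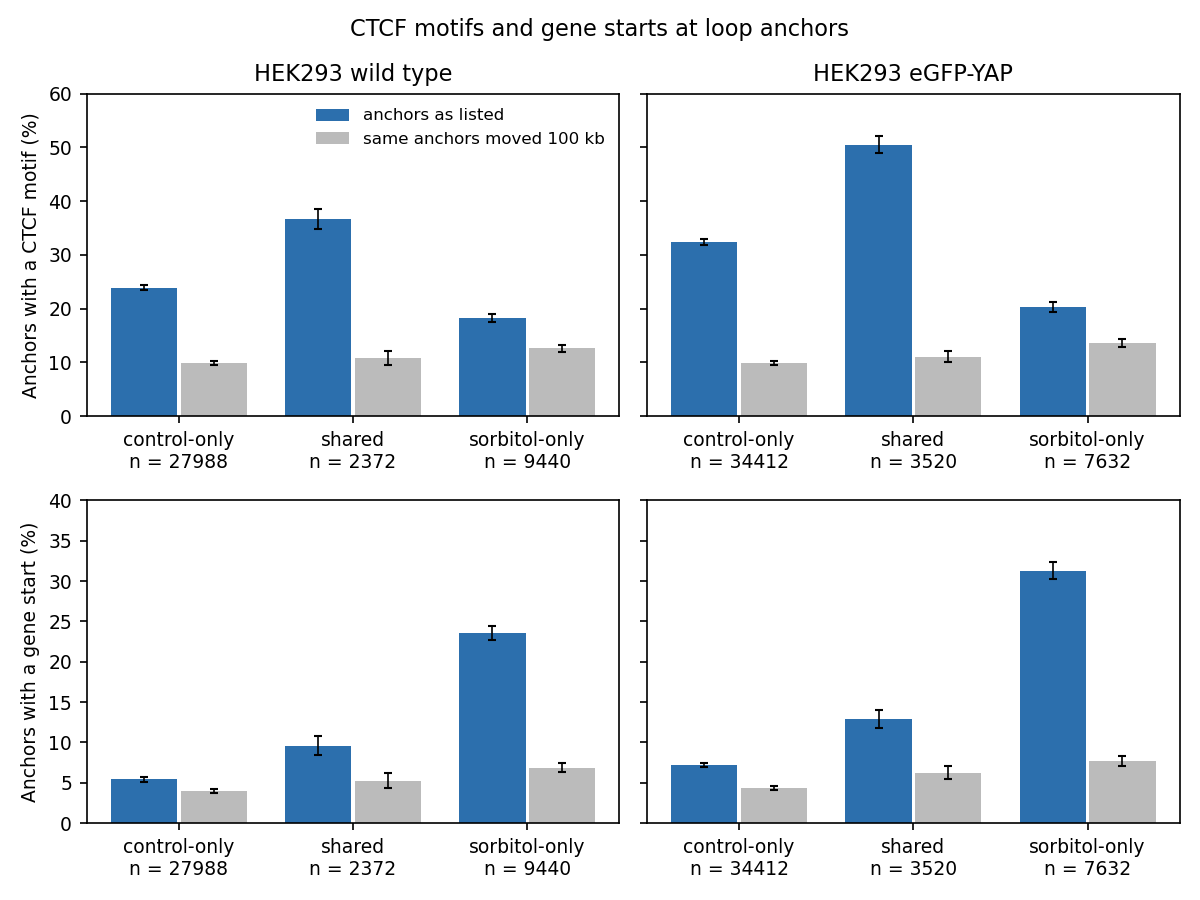
Share of loop anchors (percent, vertical axes) with a CTCF motif (upper panels) or a protein-coding gene start (lower panels) for control-only, shared and sorbitol-only loops of each line, as listed (blue bars) and after moving the anchors by 100 kb (grey bars), with Wilson 95% intervals. Sorbitol-only anchors had the lowest motif shares, 18.3% and 20.3%, and the highest gene-start shares, 23.5% and 31.3%.

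The ratio of sorbitol to control loops varied between the 23 chromosomes. Chromosome 19 had the highest ratio in both lines, 0.861 (0.722 to 1.03) in wild type and 0.801 (0.695 to 0.922) in eGFP-YAP, followed by chromosome 22 with 0.729 (0.601 to 0.885) and 0.582 (0.489 to 0.692). The lowest wild-type ratio was 0.253 (0.217 to 0.294) on chromosome 4, and the lowest eGFP-YAP ratio was 0.152 (0.116 to 0.196) on chromosome X. Across chromosomes, which are not independent replicates, Spearman's rho between the ratios of the lines was 0.766. With protein-coding genes per Mb rho was 0.769 in wild type and 0.733 in eGFP-YAP, and with GC content 0.888 and 0.813. These are 5 relations computed over the same chromosomes, and gene density and GC content vary together.

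**Figure D3:**
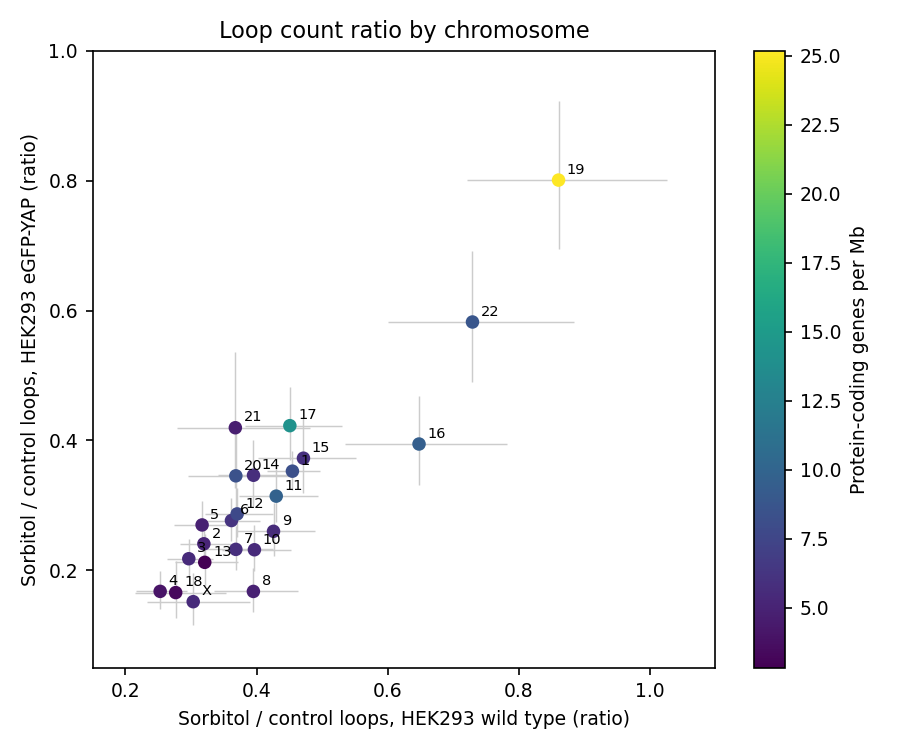
Ratio of sorbitol to control loops per chromosome in wild-type HEK293 (horizontal axis) and eGFP-YAP cells (vertical axis), with exact 95% intervals as lines and colour for protein-coding genes per Mb. Chromosome 19, with 25.2 genes per Mb, had ratios of 0.861 and 0.801.

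Of the loop pairs matched between the lines, 731 were sorbitol-only in both, 4691 were control-only in both and 395 were present in all 4 lists. Coordinates of single loops are those of the wild-type lists on hg38. Among sorbitol-only loops of both lines, a loop with a mean score percentile of 99.7 joined 13:86185001-86190000 to 13:86280001-86285000 with no protein-coding gene at either anchor, and 50 kb of the sequence between its anchors, 55.6%, is unsequenced in the reference. Another, with 99.2, joined 10:21530001-21535000, within MLLT10, to 10:22315001-22320000, which holds the starts of COMMD3 and COMMD3-BMI1. In eGFP-YAP cells the left anchor of that loop was 5 kb to the left and held the start of SKIDA1. The wild-type anchors of both loops held no CTCF motif. The longest sorbitol-only loop found in both lines spanned 1435 kb, from 1:29280001-29285000 within PTPRU to 1:30715001-30720000 within MATN1. Its right anchor held the motif match CCACCAGATGGCAG on the plus strand at 1:30719393-30719406, in an intron of MATN1.

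Among control-only loops of both lines, a 2200 kb loop with a mean score percentile of 99.9 ran from 20:29060001-29065000 to 20:31260001-31265000, with no protein-coding gene at either anchor in the wild-type coordinates, and had 238 kb of unsequenced reference between its anchors. A 1265 kb loop, also with 99.9, joined the start of YARS2 in 12:32755001-32760000 to the start of ALG10 in 12:34020001-34025000. Its left anchor held CCAGGAGGTGGCAG with 1 mismatch on the plus strand at 12:32756397-32756410, outside protein-coding genes. Of the loops in all 4 lists, the highest-scoring joined 7:25855001-25860000, outside protein-coding genes, to 7:27170001-27175000, within HOXA9 and an overlapping unnamed protein-coding gene, over 1315 kb. The next joined 3:187315001-187320000 to 3:187680001-187685000 over 365 kb, both outside protein-coding genes, with CCACCAGAGAGCAC at 3:187318993-187319006 on the plus strand with 1 mismatch.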

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

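The test by score decile was written before its result was seen, but the pattern it bears on was noticed in the data. Of 9 contrasts between loop classes set side by side in both lines, 1 had opposite signs. The median span of shared loops minus that of control-only loops was -35 kb in wild type and 10 kb in eGFP-YAP cells. The difference between the lines was not tested, since each has 1 list per condition, and in eGFP-YAP cells the intervals of the medians overlapped (255 to 280 kb against 255 to 265 kb).

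Loops called again lay higher in the score order of the control lists, and span rose with score. A candidate explanation for the opposite signs is therefore a different mixture of scores among the loops called again. Within score deciles, weighted by the number of shared loops, the median span of shared loops minus that of control-only loops was -76.3 kb in wild type and -32.4 kb in eGFP-YAP. They were shorter in 10 of the 10 deciles in wild type and in 8 of 10 in eGFP-YAP. In the upper 50% of each list by score the medians were 225 kb against 290 kb in wild type and 300 kb against 315 kb in eGFP-YAP, the same direction in both. The mixture of scores may account for the sign in eGFP-YAP cells. It did not account for the difference between the lines. Within deciles the value fell in both, from -35 to -76.3 kb in wild type and from 10 to -32.4 kb in eGFP-YAP. The median score percentiles of shared loops were also close, 77.6 and 79.5. A difference in depth, calling or source between the lines stays open, as does the eGFP-YAP construct itself. The source named with the lists differs between the lines, so it is confounded with the construct, and none of these was tested.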

How the results depend on the processing

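All alternatives were chosen before the data were examined, so no test here was chosen after a result was seen. No paired analysis was possible because no column of the lists carries a replicate number, and which replicates went into each list is not stated. For the same reason, leaving out each replicate in turn could not be run. Values moved beyond their counting intervals under most alternatives, and the text gives the wild-type value first and the eGFP-YAP value second. The cause was not tested unless stated.

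A score minimum at the control list's median left 7590 and 9483 control loops, the upper 50% by construction, and 2493 and 1559 sorbitol loops. It carries a score across lists, so it cannot separate a loss of loops from a change in the score scale. Merging loops within 10 kb removed 1 loop, from the wild-type sorbitol list, which then held 5905. Every anchor is 5 kb wide, so restricting the lists to the smallest anchors removed no loop and says nothing about stability.

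Identical anchor bins lowered the share of control loops called again to 0.837% and 2.41%, and 25 kb raised it to 14.5% and 13.8%. The wild-type share was the lower one at 10 kb and 0 kb and the higher one at 25 kb, so the order of the lines depends on the distance. With the control list shortened to the length of the sorbitol list, 13.3% and 19.2% of the remaining control loops were called again. The share of sorbitol loops not called in control was 97.8% and 91.8% with identical bins, 62.8% and 53.7% at 25 kb, 86.7% and 80.8% with the shortened control list, and 75.0% and 58.3% in the upper 50% of the sorbitol list by score. It stayed above 50% in every setting tried.

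In the upper 50% of each list by score, the median span rose to 280 kb and 315 kb in control, 255 kb and 305 kb with sorbitol, 290 kb and 315 kb for control-only, 225 kb and 300 kb for shared, and 260 kb and 290 kb for sorbitol-only loops. Sorbitol lists stayed shorter than control lists in both lines. The order of shared and control-only loops in eGFP-YAP changed, with 300 kb against 315 kb.

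At 25 kb, 21.0% of wild-type and 26.0% of eGFP-YAP sorbitol-only loops matched between the lines, and 47.3% and 37.5% of control-only loops did. In the upper 50% by score the control-only shares were 35.7% and 29.6%, while the sorbitol-only shares stayed within their intervals. In percent, and without regard to the length of the lists, control-only loops matched more often than sorbitol-only loops in each setting. Anchors of sorbitol-only loops lay within 25 kb of a control anchor in 68.5% and 72.7% of cases, against 34.3% and 37.8% for shifted loops.

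With no mismatch allowed, the CTCF motif was at 5.47% and 7.86% of control-only anchors, 10.2% and 16.6% of shared anchors and 3.23% and 3.97% of sorbitol-only anchors. With widened anchors the shares were 48.9% and 54.6%, 63.9% and 71.9%, and 41.3% and 44.1%. The order of the classes was the same in both settings. Pairs of motifs pointing towards each other made up, with no mismatch, 85.9% of 64 and 80.7% of 140 control-only loops, 88.9% of 18 and 96.2% of 52 shared loops, and 70.0% of 10 and 86.7% of 15 sorbitol-only loops. In eGFP-YAP the sorbitol-only share then exceeded the control-only share, on 15 loops. With widened anchors the shares were 62.3% and 66.6% for control-only loops, 80.3% for wild-type shared loops and 39.4% for eGFP-YAP sorbitol-only loops, and the other 2 shares stayed within their intervals. Leaving out loops of 2 Mb and over moved none of the 12 motif results.

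With all annotated genes, gene starts lay in 12.7% and 14.5% of control-only anchors, 18.8% and 22.4% of shared anchors and 31.2% and 40.1% of sorbitol-only anchors. With widened anchors they lay in 14.1% and 17.7%, 24.6% and 28.3%, and 43.8% and 52.4%. The order of the classes was the same in both settings. Widening and adding genes raise the shares by construction.

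The unknown depth limits the counts of loops and the shares called again, because a list from fewer reads is shorter and misses loops that are present. Whether depth also contributes to the shorter spans of the sorbitol lists was not tested.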

Other observations

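The tests of loop width, of chromosome ratios, of gene starts at weak control loops and of assembly gaps were chosen only after the result or its pattern was seen. The other tests, those by list length, score decile, GC quintile, re-pairing and agreement between the lines, were also chosen after the data had first been examined, but before their own results were seen. Loops and anchors serve as the units throughout, and no replicate check was possible.

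A shorter sorbitol list over otherwise unchanged loops, from lower depth or a stricter threshold, would hold the strong end of the control list. In the highest score decile of the control list, 23.9% of wild-type and 29.4% of eGFP-YAP loops were called again, against 67.3% and 58.5% in the other line's control list of the same length. Shortening by score keeps strong partners by construction, and the other line's whole control list held 71.6% and 61.5% of these deciles. The gap therefore bears on a list cut by a stricter score threshold, and not on list length as such. The comparison crosses lines, which differ in source as well, and shortens by score, and lower depth with noisier positions could not be simulated without contact maps, so a contribution of depth stays open. A biological loss of control loops under sorbitol may contribute.

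Sorbitol-only loops could be false calls at random positions. Gene starts at their anchors were 3.41-fold as frequent in wild type and 4.06-fold in eGFP-YAP as at the same anchors moved by 100 kb, which argues against random positions for these loops as a set. They could also be weak control loops that crossed the threshold by chance. On the CTCF motif this was not separated: control-only loops of the lowest score decile carried it at 18.5% and 20.9% of anchors, against 18.3% and 20.3% for sorbitol-only loops. On gene starts the classes lay apart, with 5.96% and 9.22% of the weak control-only anchors against 23.5% and 31.3%, and this test was added after the motif test had not separated them. The weak set leaves out control loops called again with sorbitol. In the lowest decile their anchors held gene starts in 13.0% (7.76 to 21.0) of cases in wild type and 32.6% (25.4 to 40.8) in eGFP-YAP. In eGFP-YAP the separation therefore holds only against weak loops not called again. Calls by chance may still make up part of the sorbitol-only set. Of the sorbitol-only loops with gene starts at neither anchor, 9.12% in wild type and 11.7% in eGFP-YAP were found among the other line's sorbitol-only loops, against 30.7% and 34.7% of those with gene starts at both anchors. This is consistent with chance calls being concentrated among loops without gene starts.

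The low motif share of sorbitol-only anchors might follow from low scores. In the highest score decile of the sorbitol list, sorbitol-only anchors carried the motif in 17.1% of cases in wild type and 26.7% in eGFP-YAP, against 36.0% and 46.9% of control-only anchors in the highest decile of the control list. The difference was thus present, and larger in percentage points, among the highest-scoring loops, which argues against low scores as its source.

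Gene starts are frequent in GC-rich sequence, so GC content may contribute to their excess at sorbitol-only anchors. Averaged over quintiles of anchor GC content with the numbers of sorbitol-only anchors as weights, the sorbitol-only share exceeded the control-only share by 15.1 percentage points in wild type and 18.8 in eGFP-YAP, against 18.1 and 24.1 without regard to GC. With equal weights the average differences were 11.8 and 14.5 points. The share was higher in each of the 5 GC quintiles in both lines, although in wild type the difference in the lowest quintile, 1.01% against 0.883%, lay within the intervals. Regional gene density could raise the number of loops with gene starts at both anchors. Pairing each left anchor with the right anchor of the next loop gave 7.86% and 11.8% such loops, against the observed 10.0% and 16.3%. Independent anchors would give 5.54% and 9.81%. Over that level, the observed excess was 4.48 and 6.49 percentage points and the excess after pairing with the next loop 2.32 and 2.01 points. Regional density measured in this way thus left part of the excess in both lines. Such pairing does not keep the spans of the loops, so gene density at their own distance was not tested. A hypothesis left open by these tests is that contacts between gene starts become more prominent under sorbitol. Mapping and normalisation of GC-rich bins in the contact maps were not tested.

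Shared loops were slightly wider in the sorbitol list. Among mutual nearest pairs of unequal span, 53.9% (50.7 to 57.2) in wild type and 55.5% (52.7 to 58.4) in eGFP-YAP were wider with sorbitol, by a mean of 0.625 kb and 0.605 kb over all pairs, which is less than 1 bin of 5 kb. Mutual pairs covered 1184 of 1186 wild-type and 1760 of 1760 eGFP-YAP shared loops. Requiring them changed almost nothing, so it could not show whether the search favours wider partners. Between the control lists 50.1% (48.6 to 51.6) of mutual pairs of unequal span were wider in one of them. The difference from the control lists was 3.86 percentage points (0.259 to 7.43) in wild type and 5.47 (2.22 to 8.68) in eGFP-YAP, which argues against a shift present between any pair of lists. Between the sorbitol lists the share was 49.5% (46.4 to 52.6), and the differences from it were 4.43 points (-0.0654 to 8.91) and 6.04 points (1.82 to 10.2). The wild-type interval included no difference, so against the sorbitol lists the widening was separated in eGFP-YAP only. A shift of this size could also arise from the calling of blurred spots, which was not tested.

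The chromosome ratios might differ by counting error alone. Spearman's rho between the lines was 0.766, which counting error in separate lists would not give. Gene density and GC content are confounded across chromosomes, and a technical effect of GC shared by both lines was not excluded.

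The highest peak scores were far above the rest, up to 866 in wild-type control against a median of 2.82. Unsequenced gaps in the reference may contribute to these scores. Among the top 1% of loops by score, 15.1% (10.3 to 21.7) in wild-type control and 18.3% (10.6 to 29.9) in wild-type sorbitol had unsequenced bases between the anchors, against 0.985% and 1.11% of the other loops. In eGFP-YAP cells the shares were 9.47% (6.08 to 14.5) and 12.5% (6.19 to 23.6), against 0.836% and 0.924%. With the spans of the top loops, the other loops would give 1.27%, 2.25%, 1.06% and 1.76% in the same order. Most of the highest-scoring loops had no such gap, and their scores were not explained by it. Rearrangements of the cell lines relative to the reference were not tested.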
